A study of Homo sapiens with 57 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

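RNA was measured by poly(A)-selected, strand-specific, paired-end sequencing in 57 libraries of HEK293 cells, an established human embryonic kidney line. The cells were parental (WT) or a clone in which both CDK8 and CDK19 had been knocked out by CRISPR (dKO). They carried a lentiviral control vector (V), active CDK8 (8) or CDK19 (19), or the kinase-inactive D173A mutants of CDK8 (8M) or CDK19 (19M). A first dKO set used the vector pHIV-dTomato, and a second dKO set (names ending in _2) and the WT set used pHIV-luc-Blast. Transduced cells were kept as mass populations. The study describes a single named population per construct and vector, and does not state that replicates were transduced separately. P-values measure the spread between biological replicates, as the labels call them. If replicates are cultures of the same population, p-values within a set do not cover differences between transduced populations. A construct and its population can then not be told apart within a set.

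The table used here was deposited by the authors and holds expected counts, that is, featureCounts read counts per gene with multi-assigned reads split into fractions, not normalised. Per the submitters' processing notes, reads were trimmed with Trim Galore 0.4.5, aligned to hg38 (GRCh38) with STAR 2.7.2, handled with SAMtools 1.5 and counted with featureCounts of Subread 1.5.3, with FastQC for quality control. The methods of the study name an older STAR release and uniquely mapped reads only. Of the values above 0, however, 33.8% were not whole numbers, which fractional counting gives and whole-read counting does not. Fractional counting spreads reads over overlapping or repeated genes, so low counts of genes with close copies are less certain. Counts were rounded before fitting, which moved 0.0232% of all counts. The table lists 56269 genes by name, of which 64.2% are named in the Gencode v29 basic annotation used here for positions. The protein-coding mitochondrial transcripts were at 0 in every library and could not be tested.

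Library totals ranged from 10.4 to 33.9 M counts (M, mega) with a median of 15.7 M, and the 10 most abundant genes took 3.34 to 4.37% of the counts. Across 93 pairs of replicates, the chi-square per degree of freedom ranged from 1.148 to 14.87 with a median of 2.27, and 0 pairs were identical. The common biological coefficient of variation was 0.0386 in set 1 (replicates 1 to 3), 0.0293 in its replicates 4 to 6, 0.0518 in set 2 and 0.0205 in the WT set.

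Groups were taken from the submitters' labels. The 4 kinase groups of set 1 held 6 libraries each and the other 11 groups held 3. Replicates 4 to 6 of set 1 have no vector control, so comparisons with dKO-V used replicates 1 to 3. Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F-test) in R 4.3.3, with TMM normalisation and genes kept by filterByExpr (minimum count 10, minimum total count 15). Set 1, set 2 and the WT set were fitted separately with 15 libraries each, replicates 4 to 6 of set 1 with 12, and set 2 and the WT set jointly with 30. The numbers of genes tested were 18420, 18327, 18054, 17536 and 18719, respectively. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 1.5 (0.585 on the log2 scale). CDK8 and CDK19 were left out of the counts. The both-sets rule asked for an adjusted p under 0.05 in set 1 and in set 2, the same direction, and a mean log2 fold change beyond 0.585. Differences between WT and dKO cells in the effect of a construct were tested by interaction terms. Log2 fold changes are given with their standard error (SE), taken from the fold change and the F statistic. Expression levels are CPM, that is, counts scaled to library size.

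Named genes were chosen by rule. They were CDK8, CDK19 and genes listed, from the text of the study, as lowered or raised by Mediator kinase inhibition; the 10 genes that rose most and the 10 that fell most by the both-sets rule for active CDK8 and for active CDK19; the 5 and 5 of each other comparison; the 3 genes with the smallest adjusted p of each interaction; and up to 4 members of a described gene list with the smallest adjusted p. Genes ranked by size of change had a mean of 5 CPM or more, and clone-based names and pseudogenes were skipped among them. The 32 gene lists were written from general knowledge of HEK293 cells and Mediator kinases. They cover the Mediator kinase module, core Mediator, MYC targets, ribosomal proteins, proliferation, histones, collagens and extracellular matrix, actin and membrane cytoskeleton genes, integrins and adhesion, ERK feedback, immediate early genes, hypoxia, glycolysis, cholesterol and fatty acid synthesis, LXR targets and apolipoproteins, the amino acid response, ER stress, p53, NF-kB, interferon, TGF-beta and BMP, WNT, Notch, retinoic acid, neuronal genes, markers of epithelial, fibroblast and blood cells, mitochondrial RNA, and the genes listed from the study as lowered or as raised by kinase inhibition, for some of which it gives no direction or another cell line. Lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with an estimated correlation beside it, and with fry, which asks whether the genes of a list move on balance one way and compares them with no other genes. The fry values shifted with the order of groups in the design matrix, so none is given below. P-values were adjusted over the 30 testable lists within each comparison. All comparisons, limits, lists, naming rules and alternatives were fixed before the data were examined, except where the text says otherwise.

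The procedure was tested on simulated data with known changes. In a simulated set 1 comparison of 18228 genes, 41.8% of genes changed 1.5-fold, which is the fold limit itself, and 92.5% of genes changed 2-fold were called. In a simulated set 2 comparison of 18121 genes, 35.8% and 95.5% were called. Of unchanged genes in these simulations, 2 were called in set 1 and 0 in set 2, and 11 and 5 passed the adjusted p. When nothing was changed, 0 genes were called in either. The simulated libraries varied only by the fitted spread between replicates. False calls from a difference between cultures or cell populations were therefore not part of these simulations.

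Alternatives were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM normalisation, no low-count filter, replicate number as a block, all 6 replicates of set 1, and leaving out each library in turn. Alternatives added after seeing the data were a fit of set 2 with 1 outlying library dropped, a WT fit with the level of 4 RNAs that lack a poly(A) tail as a covariate, a direct test of set 1 against set 2, and a comparison of the 2 inactive kinases with each other.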

Results

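The data are gene-level RNA-seq counts of 57 libraries of HEK293 cells in 15 groups. They ask what the Mediator kinases CDK8 and CDK19, which bind cyclin C in a module of the Mediator complex, change in the transcriptome, and how much of it needs their kinase activity. Each set held 5 groups: vector (V), active CDK8 (8), inactive CDK8 (8M), active CDK19 (19) and inactive CDK19 (19M). Replicates 1 to 3 of set 1 were 15 libraries with totals of 13.4 to 19.3 M counts (M, mega). A further 12 libraries, replicates 4 to 6 of set 1 without a vector control, had 10.4 to 16.6 M. Set 2 (names ending in _2) held 15 libraries with 11.5 to 21.3 M, and the WT set 15 libraries with 13.4 to 33.9 M. On the first principal component of all set 1 libraries (22.6% of the variance), replicates 1 to 3 lay apart from replicates 4 to 6. They were fitted separately, as fixed in the design. All values below are for n = 3 per group unless stated.

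CDK8 transcripts stood at 19.2 to 20.8 CPM in dKO-V and 34.8 CPM (SD 1.51) in WT-V. They reached 264 CPM (SD 5.39) in dKO-8 replicates 1 to 3, 185 CPM (SD 3.06) in dKO-8_2 and 192 CPM (SD 3.74) in WT-8. CDK19 transcripts stood at 18.1 CPM (SD 1.84) in dKO-V and 34.2 to 37.6 CPM in WT-V, and reached 462 CPM (SD 12.8) in dKO-19 replicates 1 to 3, 245 CPM (SD 3.08) in dKO-19_2 and 231 CPM (SD 8.17) in WT-19. The inactive mutants were expressed as well, with CDK8 at 309 CPM (SD 8.76) in dKO-8M replicates 1 to 3 and 177 CPM (SD 5.70) in dKO-8M_2, and CDK19 at 539 CPM (SD 35.5) in dKO-19M replicates 1 to 3 and 205 CPM (SD 23.3) in dKO-19M_2. In each library, the raised kinase transcript was the one its label names. Gene counts cannot tell an active from an inactive construct, so that part of the labels was not checked. The knockouts left part of both transcripts in place: in dKO-V_2 against WT-V, CDK8 had a log2 fold change of -0.74 ± 0.06 (SE) and CDK19 of -0.67 ± 0.07.

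**Figure D1:**
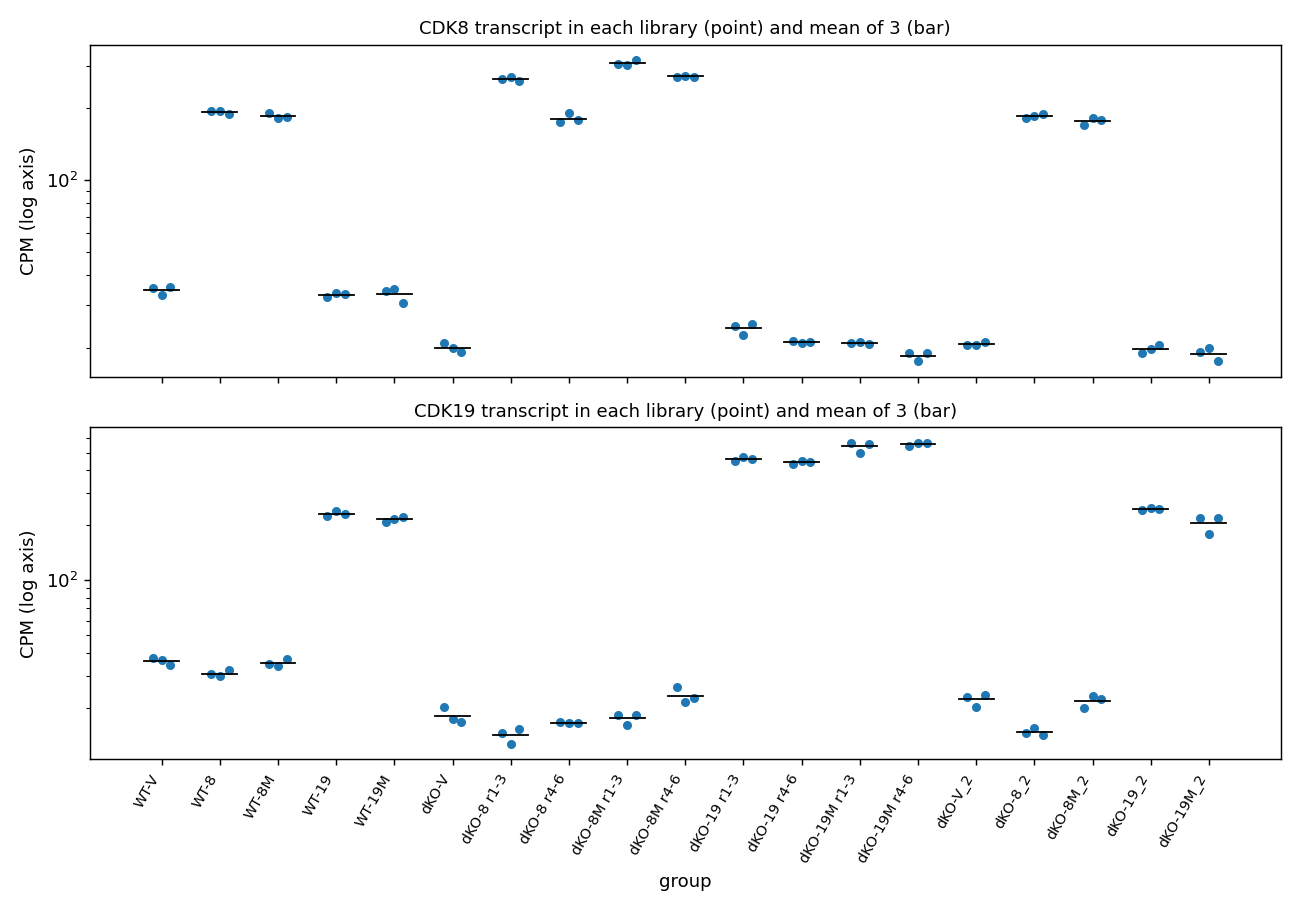
CDK8 (top) and CDK19 (bottom) transcripts in CPM on a log axis. Each point is a library and each bar the mean of 3 libraries, with set 1 shown as replicates 1 to 3 (r1-3) and 4 to 6 (r4-6). Groups that carry a CDK8 or CDK19 construct lie far above the others for that gene.

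The genes discussed most lie, on GRCh38, at chromosome 13, 26254104 to 26405238 (CDK8), chromosome 6, 110609978 to 110815958 (CDK19), chromosome X, 151176653 to 151181465 (GPR50) and 118823790 to 118826968 (ZCCHC12), chromosome 11, 69641087 to 69654474 (CCND1), chromosome 8, 127735434 to 127741434 (MYC), chromosome 1, 58780788 to 58784327 (JUN), chromosome 19, 44905754 to 44909393 (APOE) and 47713343 to 47743134 (EHD2), chromosome 16, 28605196 to 28623625 (SULT1A1), chromosome 10, 93306429 to 93482317 (MYOF), chromosome 6, 131948176 to 131951373 (CTGF) and chromosome 3, 186046308 to 186110318 (ETV5). All are annotated as protein-coding, and the counts cover their exons.

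Active CDK8 was compared with the vector in dKO cells to find the genes that the kinase regulates. GPR50, an orphan receptor gene, rose from 22.6 to 98.2 CPM in set 1 (log2 fold change 2.12 ± 0.07) and from 9.20 to 143 CPM in set 2 (3.94 ± 0.10). ZCCHC12 rose by 2.36 ± 0.07 and 2.83 ± 0.06 on the log2 scale, CCND1, which encodes cyclin D1, by 1.88 ± 0.06 and 2.24 ± 0.06, the transcription factor gene MYC by 1.74 ± 0.05 and 1.93 ± 0.07, and JUN, a component of AP-1, by 1.42 ± 0.04 and 1.39 ± 0.04. Of genes that fell, APOE, which encodes an apolipoprotein of lipid transport, changed by -1.94 ± 0.10 and -2.12 ± 0.09, EHD2, which encodes a caveolar ATPase, by -1.92 ± 0.18 and -1.68 ± 0.12, SULT1A1, a sulfotransferase gene, by -1.33 ± 0.13 and -1.71 ± 0.11, and MYOF, which encodes the membrane protein myoferlin, by -1.71 ± 0.10 and -1.10 ± 0.10. Other named genes that rose by the both-sets rule were NDRG1 (1.75 and 1.49), ARC (0.96 and 1.96), PDE4A (1.89 and 0.80), KCTD12 (1.29 and 1.30) and the heat shock gene HSPA1B (1.64 and 0.93). Other named genes that fell by it were CA5B (-1.43 and -1.29), BST2 (-1.24 and -1.43), ANXA1 (-1.73 and -0.86), STARD8 (-1.10 and -1.45), CTGF and ETV5. CTGF, a YAP target, changed by -2.29 ± 0.10 in set 1 and -0.48 ± 0.09 in set 2, and ETV5, an ERK target, by -2.00 ± 0.10 and -0.55, so neither passed the fold limit in set 2. CTGF and ETV5 also fell with inactive CDK19 by the both-sets rule (below). Their fall against the vector therefore does not by itself show a need for kinase activity. In set 1, 332 genes rose and 826 fell with edgeR, in set 2 237 rose and 682 fell, and 133 rose and 381 fell by the both-sets rule. All 3 libraries of a group lay on one side of the other 3 for 95.7% of the called genes in set 1 and 98.5% in set 2, which the choice of called genes favours, and for 47.8% and 45.5% of all genes. Between the sets, 83 genes were called up and 261 down in both (4.19 and 29.7 for independent lists), and 2 were called in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the sets had r = 0.482.

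**Figure D2:**
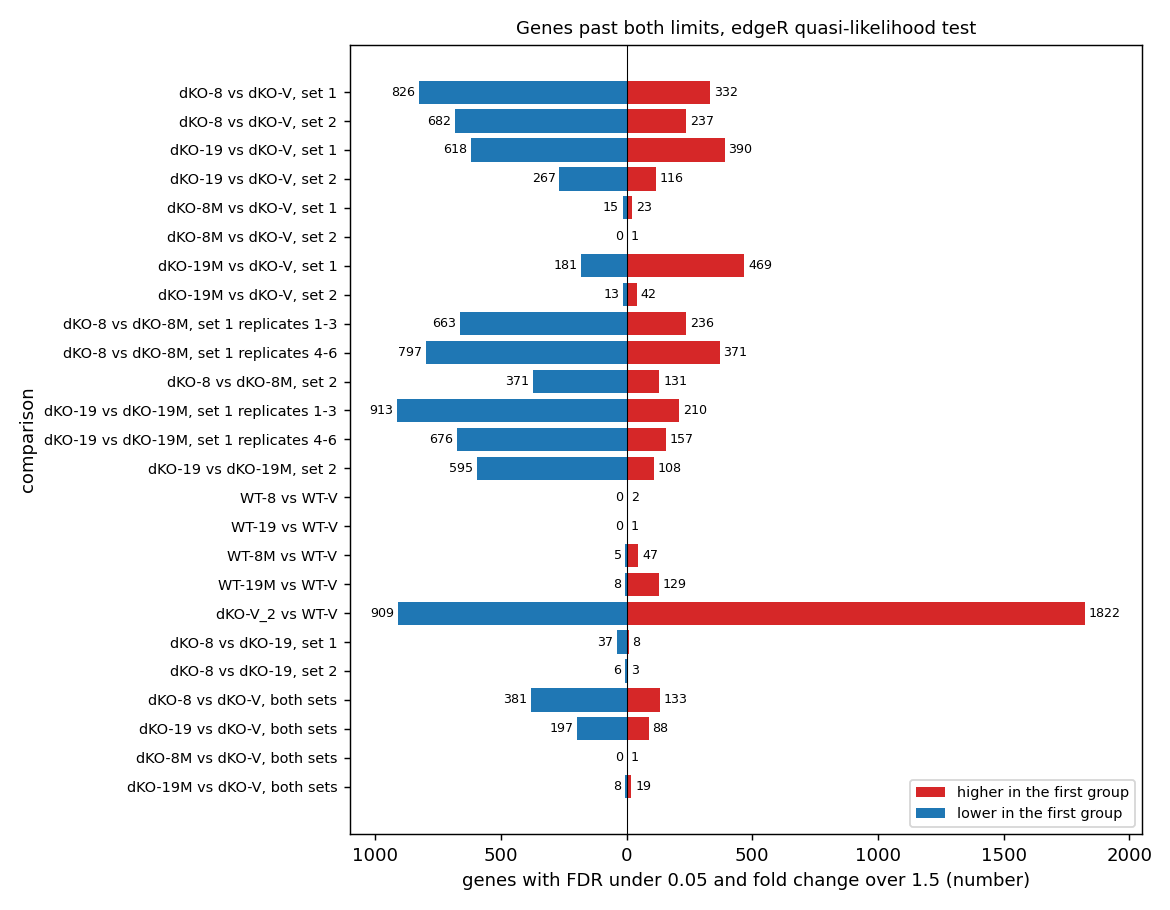
Number of genes past both limits (adjusted p under 0.05 and fold change over 1.5, edgeR) in each comparison, with genes higher in the first group to the right and lower to the left. Active CDK8 and CDK19 in dKO cells and the clone against parental cells gave long bars, with 826 genes down and 332 up for CDK8 in set 1. Active against inactive kinases did so too, as did inactive CDK19 against the vector in set 1 (469 up and 181 down). Active kinases in WT cells gave 2 genes and 1 gene.

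Among the lists, matrix and cytoskeleton genes were lower and amino acid response genes higher with active CDK8. Of 33 collagen and extracellular matrix genes, 1 rose and 10 fell in set 1 and 14 fell in set 2, with median log2 fold changes of -0.45 and -0.47. COL6A1, a collagen VI gene, fell in both (-0.72 ± 0.06 and -0.67 ± 0.06). The list test gave an adjusted p of 6.9e-10 in set 1 (adjusted p = 0.112 with an estimated correlation) and 8.4e-14 in set 2 (adjusted p = 0.0201 with an estimated correlation). Of 24 actin and membrane cytoskeleton genes, 9 fell in set 1 and 7 fell and 1 rose in set 2 (medians -0.39 and -0.48; adjusted p = 0.00325 and 0.000598 with an estimated correlation), among them CNN2, which encodes calponin 2 (-0.59 ± 0.09 and -0.75 ± 0.06). Against this trend, the vimentin gene VIM had 0.51 ± 0.04 in set 1, below the fold limit. Of 23 amino acid response genes, many of them ATF4 targets, 6 rose in set 1 and 7 in set 2 and 0 fell (medians 0.32 and 0.36; adjusted p = 0.0554 and 0.000598 with an estimated correlation). They included the amino acid transporter genes SLC7A5 (0.65 ± 0.05 and 1.30 ± 0.05) and SLC7A11 (0.77 ± 0.08 and 1.19 ± 0.09). Of 26 MYC targets, 0 passed the fold limit, although 18 in set 1 and 17 in set 2 were higher with an adjusted p under 0.05 (medians 0.19 and 0.23; adjusted p = 0.0554 and 0.0459 with an estimated correlation). ODC1, the ornithine decarboxylase gene, had 0.58 ± 0.04 in set 1.

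A pair of lists moved differently in the 2 sets. Of 26 cholesterol synthesis genes, 5 rose and 1 fell in set 1 (median 0.13; camera adjusted p = 0.000761, adjusted p = 0.112 with an estimated correlation), with INSIG1 at 0.82 ± 0.04 and HMGCS1 at 0.85 ± 0.04. In set 2, 0 rose and 2 fell (median -0.17; adjusted p = 0.00957 with an estimated correlation), with TM7SF2 at -0.82 ± 0.10. HMGCS1 did not share this difference in direction. It rose by the both-sets rule (mean log2 fold change 0.672), and its difference between the sets (0.356) was below the fold limit. The mean log2 CPM of the list was 6.41 to 6.44 in dKO-V, 6.55 to 6.60 in dKO-8 replicates 1 to 3, and 6.34 to 6.38 in dKO-8M, 6.52 to 6.58 in dKO-19 and 6.66 to 6.70 in dKO-19M of the same replicates. In replicates 4 to 6 it was 6.38 to 6.42 in dKO-8, 6.26 to 6.30 in dKO-8M, 6.17 to 6.26 in dKO-19 and 6.37 to 6.43 in dKO-19M. Of 18 ERK feedback genes, 9 fell and 1 rose in set 1 (median -0.61; adjusted p = 0.0306 with an estimated correlation), with SPRY4 at -1.83 ± 0.23 and DUSP5 at -1.02 ± 0.14, and 1 rose in set 2 (median -0.13; camera adjusted p = 0.857). Of 20 hypoxia genes, 3 rose in each set (medians 0.22 and 0.11; adjusted p = 0.0204 and 0.291 with an estimated correlation). Of the 8 genes put on a list as lowered by kinase inhibition in the study, 5 rose and 1 fell in set 1 and 6 rose in set 2. KLF2 fell in set 1 (-0.64 ± 0.24), CSRNP1 had 0.24 and 0.22, and EGR1, an immediate early gene, had -0.36 ± 0.09 in set 1 and rose by 0.67 ± 0.09 in set 2. Of the 7 genes listed as raised by inhibition, 3 fell and 1, ID3 (0.81), rose in set 1, and 4 fell in set 2. COL3A1 had -0.84 ± 0.17 and -0.81 ± 0.14, and with all 6 replicates of set 1 it turned to 0.39. That fit sets 6 dKO-8 libraries against dKO-V replicates 1 to 3, with no term for the 2 groups of replicates. The 0.39 thus includes the difference between replicates 1 to 3 and 4 to 6, and cannot be read as the effect of CDK8 alone. The study gives no direction for GPR50 and DERL3, but reports that both responded to CDK8 or CDK19 expression in dKO HEK293 cells. Values of GPR50 and DERL3 here bear on that report, not on a direction under inhibition. The study names KLF2, CSRNP1, EGR1, MVD, ID3 and BTG1 from other cell lines, so values of these genes here do not bear on its statements. The other genes come from HEK293 cells, and the lists are not independent evidence of direction.

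In the remaining lists, the counts for active CDK8 in set 1 and set 2 were as follows. Integrin and adhesion genes fell in 6 of 22 and 1 of 23, interferon genes in 3 and 5 of 29 with 1 that rose in set 2, NF-kB targets in 3 and 3 of 13, and LXR and apolipoprotein genes in 3 and 2 of 9. P53 targets fell in 1 and 2 of 22 (adjusted p = 0.0171 with an estimated correlation in set 2, median -0.24), with the death receptor gene FAS at -0.65 ± 0.06. TGF-beta and BMP targets rose in 4 of 19 and 3 of 18, and WNT targets rose in 3 and 2 of 18 and fell in 2 and 0. Immediate early genes rose in 4 and fell in 8 of 29 in set 1 and rose in 5 and fell in 0 of 28 in set 2. Neuronal genes rose in 1 and 1 and fell in 3 of 17 and 4 of 16, Notch genes rose in 1 and 1 and fell in 2 and 1 of 18, and retinoic acid targets rose in 1 and 0 and fell in 2 and 3 of 13. Fatty acid genes fell in 1 and 1 of 14, glycolysis genes in 0 and 1 of 16, ER stress genes in 0 and 1 of 22, and histones in 3 of 13 and 0 of 12. Of the marker lists for other cell types, epithelial markers fell in 3 of 6 and 0 of 9 and fibroblast markers in 1 and 1 of 4, and the blood list could not be tested. No gene of the core Mediator (26), kinase module (5), proliferation (31) or ribosomal protein (58) lists passed both limits with edgeR. By adjusted p alone, 5, 1, 8 and 47 of them were higher and 7, 2, 5 and 1 lower in set 1. The ribosomal protein genes had a median of 0.22 in set 1, with an adjusted p = 0.278 with an estimated correlation. Adjusted over the list alone, the counts were the same except in the immediate early (9 fell) and TGF-beta (5 rose) lists in set 1 and in the adhesion (2 fell), interferon (2 rose) and cytoskeleton (8 fell) lists in set 2. The median and mean differed in sign for the LXR, neuronal, Notch and retinoic acid lists in set 1 and for the neuronal, Notch and WNT lists in set 2.

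Active CDK19 was tested in the same way. ZCCHC12 rose by 2.02 ± 0.07 and 2.27 ± 0.06 on the log2 scale in set 1 and set 2, GPR50 by 1.95 ± 0.07 and 3.06 ± 0.10, CCND1 by 2.22 ± 0.06 and 1.87 ± 0.06, MYC by 1.85 ± 0.05 and 1.57 ± 0.07, and the long non-coding RNA NEAT1 by 1.78 ± 0.11 and 0.96 ± 0.08. CTGF changed by -2.73 ± 0.11 and -0.67 ± 0.09, APOE by -2.01 ± 0.09 and -1.37 ± 0.08, ETV5 by -2.34 ± 0.10 and -0.97 ± 0.13 and EHD2 by -1.76 ± 0.17 and -1.22 ± 0.11. Other named genes that rose were NDRG1 (1.70 and 1.18), ARC (1.16 and 1.64), PDE4A (2.01 and 0.59), JUN (1.43 and 1.16) and CCND2, which encodes cyclin D2 (1.22 and 1.27). CA5B, SULT1A1, MYOF, TMEM59L, SMARCA1 and BST2 also fell, by log2 fold changes of -0.72 (MYOF in set 2) to -1.47 (CA5B in set 1). Of the amino acid response list, 7 and 5 of 23 rose (adjusted p = 0.0332 and 0.000545 with an estimated correlation; medians 0.43 and 0.29), with SLC7A11 at 0.88 ± 0.08 and 1.08 ± 0.09. Of the cytoskeleton list, 8 and 6 of 24 fell and 0 and 1 rose (adjusted p = 0.00369 and 0.000545 with an estimated correlation; medians -0.25 and -0.32). Of the collagen list, 5 and 1 of 33 fell and 1 and 0 rose, with adjusted p = 0.253 and 0.0784 with an estimated correlation. In total, 390 genes rose and 618 fell in set 1, 116 rose and 267 fell in set 2, and 88 rose and 197 fell by the both-sets rule. DESeq2 called 236 in set 2. All 3 libraries lay on one side of the other 3 for 95.9% and 97.1% of the called genes and for 46.1% and 40.9% of all genes.

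The lists of the 2 kinases overlapped. By the both-sets rule, 82 genes rose and 164 fell with both kinases (0.648 and 4.15 for independent lists), none in opposite directions, and 553 genes changed with at least 1 kinase. Both lists use the same vector libraries, so they are not independent even without a shared effect. Within set 1, 207 rose and 426 fell with both (7.03 and 27.7 for independent lists), and the log2 fold changes had r = 0.811 across genes against 0.472 in simulated groups that share only the vector libraries. Such simulated groups had 0 genes called in the same direction in set 1 and 0 in set 2. No such simulation was made for the both-sets rule. The simulated libraries varied only by the fitted spread between replicates, so a difference of the vector population itself was not covered. For the inactive kinases in set 1, r was 0.261 against 0.503 in the same kind of simulation. Between comparisons that share no library, r was 0.453 (CDK8 in set 1 and CDK19 in set 2) and 0.488 (the reverse). CDK8 and CDK19 were also compared directly. In set 1, CPS1, the urea cycle enzyme gene, was higher with CDK8 (0.78 ± 0.12), as was BEX1 (0.60 ± 0.09), and LRP2 (-0.92 ± 0.12), AHNAK (-0.86 ± 0.15), SDK2 (-0.78 ± 0.14), TENM4 (-0.75 ± 0.17) and RNF213 (-0.63 ± 0.16) were lower. In set 2, GPR50 was higher (0.88 ± 0.08), and SULT1A1 (-0.81 ± 0.12), MME (-0.76 ± 0.10), APOE (-0.76 ± 0.10), NOTCH3 (-0.68 ± 0.10) and COL6A2 (-0.60 ± 0.08) were lower with CDK8. None of these genes passed both limits in the other set. A difference between the kinases can thus not be told from one between the transduced populations of a set. The counts were 8 up and 37 down in set 1 and 3 up and 6 down in set 2. The other 3 genes of set 2, seen after the values were known, were GPR50-AS1 and AF003625.3 (up) and THSD7A (-1.62). GPR50-AS1 is by its name the antisense gene of GPR50, so these may not be separate signals under fractional counting. The set 1 count was 17, 19 and 74 without dKO-8 replicate 1, 2 and 3, 29 and 23 without dKO-19 replicate 1 and 2, 1 with DESeq2, 78 without the low-count filter and 137 with all 6 replicates. The set 2 count was 24 without the filter and 35 with the outlying dKO-19M_2 replicate 2 dropped, a setting chosen after seeing the data.

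**Figure D3:**
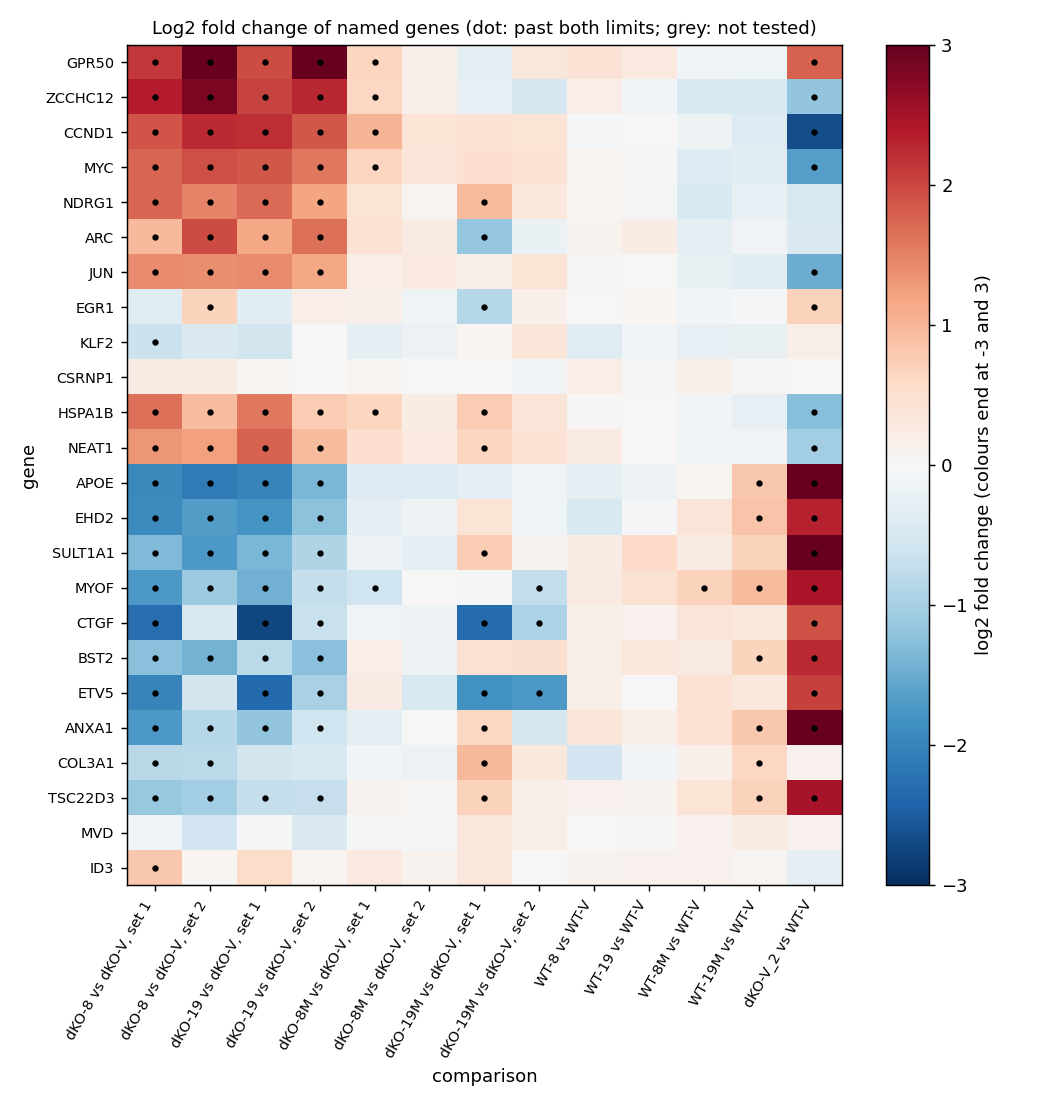
Log2 fold changes (colour, from -3 to 3) of 24 named genes in 13 comparisons, with a dot where a gene passed both limits. Genes that rose or fell with active CDK8 and CDK19 in dKO cells were near 0 with the active kinases in WT cells, and several, such as APOE (3.40) and CCND1 (-2.67), differed the opposite way between dKO and WT cells.

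The inactive mutants ask what the proteins do without kinase activity. With inactive CDK8, CCND1 rose in set 1 (1.01 ± 0.07) and had 0.40 ± 0.07 in set 2, and it was the 1 gene past the both-sets rule. GPR50 (0.64), ZCCHC12 (0.62), MYC (0.65) and HSPA1B (0.64) also rose in set 1. In set 1, 23 genes rose and 15 fell. In set 2, 1 rose (RP11-196G18.22, 0.59 ± 0.08, named after its value was seen), while 1553 had an unadjusted p under 0.05. The set 2 count was 16 without the low-count filter and 29 with the outlying dKO-19M_2 replicate 2 dropped, a setting chosen after seeing the data. The set 1 count was 8 with DESeq2, 21 with all 6 replicates, 64 without the low-count filter, 16 and 21 without dKO-V replicate 2 and 3, and 17 and 22 without dKO-8M replicate 2 and 3. In the fit with all 6 replicates, dKO-V has replicates 1 to 3 only. The both-sets call of CCND1 was lost without any 1 of the 6 libraries of dKO-V_2 and dKO-8M_2. With inactive CDK19, 469 genes rose and 181 fell in set 1, but 42 rose and 13 fell in set 2. By the both-sets rule, 19 rose, among them the chemokine receptor gene CXCR4 (1.29 ± 0.10 and 0.41 ± 0.10), PFKFB4 (1.11 ± 0.11 and 0.51 ± 0.10), IGFBP5 (0.87 ± 0.06 and 0.60 ± 0.07), DDIT4 (1.01 ± 0.07 and 0.40 ± 0.06) and SELENBP1 (0.92 ± 0.05 and 0.47 ± 0.07). The 8 that fell included ETV5 (-1.82 ± 0.09 and -1.73 ± 0.16), ETV1 (-0.50 ± 0.11 and -0.90 ± 0.15) and the YAP targets CTGF (-2.32 ± 0.10 and -0.95 ± 0.10), AMOTL2 (-1.45 ± 0.08 and -0.62 ± 0.09) and CYR61 (-1.30 ± 0.06 and -0.39 ± 0.07). By the same rule, 6 of the risers also rose and 4 of the others also fell with active CDK8 (0.14 and 0.169 for independent lists). With active CDK19 these were 6 and 5 (0.0925 and 0.0872 for independent lists), and 0 were opposite with either kinase. All of these comparisons use the same vector libraries, so the lists are not independent. In set 1, 8 of 20 hypoxia genes rose (median 0.54; adjusted p = 0.000224 with an estimated correlation), with the lysyl oxidase gene LOX at 1.33 ± 0.06 and PDK1, a regulator of pyruvate dehydrogenase, at 0.69 ± 0.06. In set 2 none did (median 0.11; adjusted p = 0.134 with an estimated correlation). The library dKO-19M_2 replicate 2 stood apart from the others of set 2 on a principal component. Without it the set 2 count was 109, without the low-count filter it was 120, without dKO-19M_2 replicate 3 it was 106, and without dKO-V_2 replicate 1, 2 and 3 it was 24, 27 and 22 (both sets: 16, 14 and 16). DESeq2 gave 370, 10 and 12 genes in set 1, set 2 and both sets.

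Each active kinase was also compared with its mutant. Transcript levels were not equal (CDK8 at 180 CPM in dKO-8 and 271 CPM in dKO-8M, replicates 4 to 6), and inactive CDK19 differed from inactive CDK8 in 835 genes in replicates 1 to 3 but 18 in replicates 4 to 6. With active CDK8 against inactive CDK8 (set 1 replicates 1 to 3, replicates 4 to 6, and set 2), GPR50 was higher by 1.48, 1.49 and 3.78 on the log2 scale, ZCCHC12 by 1.74, 1.98 and 2.67, CPS1 by 1.81, 2.65 and 0.68, NDRG1 by 1.33, 1.83 and 1.40 and MYC by 1.09, 1.11 and 1.57. APOE was lower at -1.56, -1.48 and -1.71, as were MYOF, the glucocorticoid-responsive gene TSC22D3, BST2 and SULT1A1, at -1.04 to -1.83. With active against inactive CDK19, ZCCHC12 (2.27, 2.02 and 2.78), GPR50 (2.25, 1.72 and 2.73), ARC (2.32, 2.32 and 1.85), CCND1 (1.77, 0.91 and 1.46) and MYC (1.36, 1.34 and 1.15) were higher. SULT1A1 (-2.12, -2.65 and -1.01), APOE, BST2, TSC22D3 and SLIT3 were lower. Of 33 collagen genes, 13, 8 and 7 fell and 0, 3 and 0 rose with active CDK8, and 12, 10 and 7 fell with active CDK19. The list's adjusted p with an estimated correlation was under 0.05 in set 2 alone (0.0266 and 0.029). The counts were 899, 1168 and 502 genes for CDK8, of which 27 up and 95 down were called in all 3, and 1123, 833 and 703 for CDK19, of which 24 up and 177 down were called in all 3. Of these, 13 up and 57 down were shared by the 2 kinases (0.0372 and 0.965 for independent lists) and 0 were opposite. In the single comparisons, 13, 11 and 1 genes were called in opposite directions for the 2 kinases (19.3, 21.4 and 6.44 for independent lists). Over the genes called for either kinase, 80.9%, 83.3% and 90.3% had the same sign, and r across genes was 0.472 (1705 genes), 0.555 (1628 genes) and 0.645 (978 genes), with slopes of CDK19 on CDK8 of 0.473, 0.430 and 0.618. Scatter in the CDK8 values lowers a least squares slope, so the slopes do not give the relative strength of the 2 kinases. These comparisons share no library, and genes are not independent replicates. DESeq2 called 511 and 460 genes for CDK19 in replicates 4 to 6 and set 2.

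**Figure D4:**
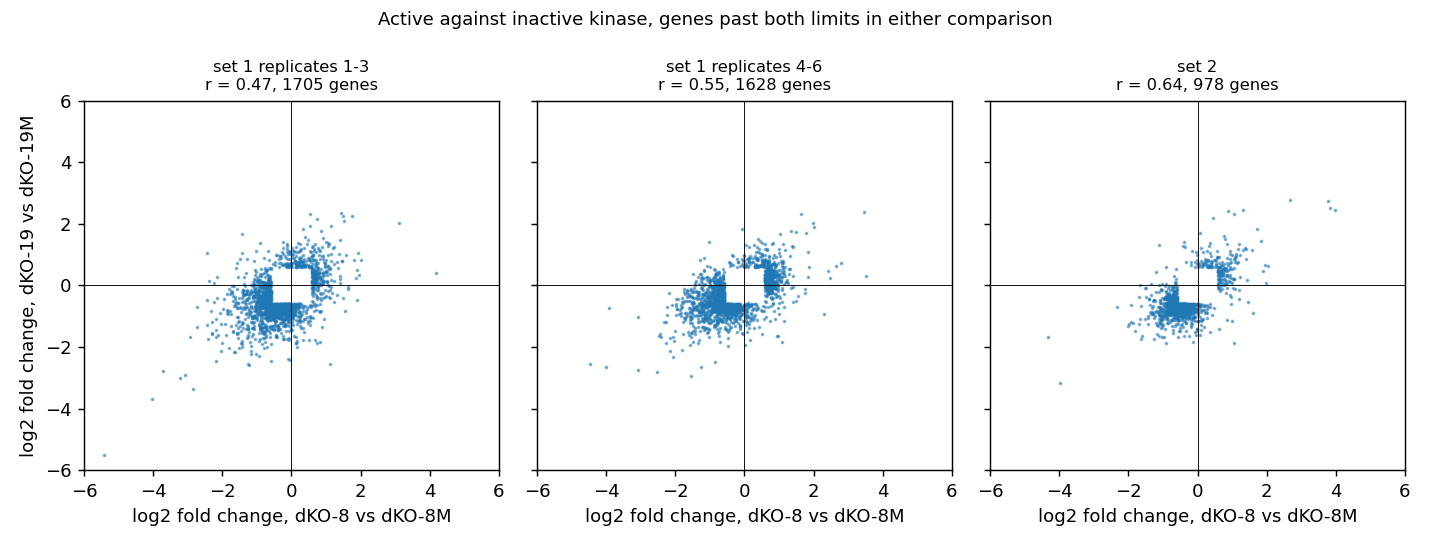
Log2 fold change of active against inactive CDK19 (y axis) and CDK8 (x axis) for genes past both limits in either comparison, 1 point per gene, in replicates 1 to 3 and 4 to 6 of set 1 and in set 2. The empty centre is the effect of the limits, and points gather in the lower left and upper right, with r from 0.47 to 0.64.

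In WT cells, which hold endogenous CDK8 and CDK19, few genes passed both limits with the active kinases. With CDK8, LAMB3 (0.86 ± 0.17), a laminin gene, and ANKRD1 (0.93 ± 0.20) were the 2 genes called by edgeR, and with CDK19 FOSL1 (0.83 ± 0.14) was the 1. All were named after their values were seen. DESeq2 called 0 for each, and 1576 and 2378 genes had an unadjusted p under 0.05. Without the low-count filter the counts were 13 and 10. The CDK8 count was 0, 1 and 8 without WT-V replicate 1, 2 and 3 and 0 without WT-8 replicate 1. The CDK19 count was 8 without WT-V replicate 2 and 2, 3 and 2 without WT-19 replicate 1, 2 and 3. With inactive CDK19, MYOF rose by 0.94 ± 0.07 on the log2 scale, GPX3 by 0.73 ± 0.09, EHD2 by 0.86 ± 0.15, ANXA1 by 0.82 ± 0.13 and APOE by 0.81 ± 0.12, all of which fell with both active kinases in dKO cells by the both-sets rule. The protease inhibitor gene SPINT1 (0.92 ± 0.09) and MRC2 (0.72 ± 0.07), which fell by that rule with active CDK8 alone, rose as well, as did the adhesion receptor gene CD44 (0.92 ± 0.09), which did not pass with either. Values for CCND1 (-0.38), MYC (-0.33), JUN (-0.32) and ZCCHC12 (-0.48) did not pass the fold limit. In all, 129 genes rose and 8 fell (40 in total with DESeq2), and for 94.2% of them, and 25.3% of all genes, all 3 libraries of a group lay on one side. Of the cytoskeleton list 4 of 24 rose (median 0.28; adjusted p = 0.00103 with an estimated correlation), CNN2 by 0.60 ± 0.07, and of the collagen list 3 of 33 (median 0.15; adjusted p = 0.00664 with an estimated correlation), COL12A1 by 0.81 ± 0.13. The 23 amino acid response genes had a median of -0.14 (adjusted p = 0.00103 with an estimated correlation) with 0 past both limits and 13 lower with an adjusted p under 0.05. Of the 7 genes listed as raised by inhibition, which are not independent evidence, 3 rose. Inactive CDK8 gave 47 risers and 5 genes that fell. Among the risers were the non-coding RNAs RMRP (1.83 ± 0.38), RN7SK (1.66 ± 0.39), RN7SL1 (1.17 ± 0.19) and RN7SL2 (1.14 ± 0.18) and the transcription factor gene KLF7 (0.74 ± 0.13). RN7SK ranged from 2.83 to 28.1 CPM within WT-V. MYOF (0.69 ± 0.08) rose as well. Genes that fell were STC1 (-0.59 ± 0.13) and, named after their values were seen, DUSP10, ZNF607, RP11-181G12.2 and RP11-57G10.8. Of the 47 risers 5 were histone genes. Of 12 listed histone genes 2 rose, HIST1H1E (1.36 ± 0.27) and HIST1H3B (1.59 ± 0.39), and 5 rose adjusted over the list alone (adjusted p = 0.2 with an estimated correlation). DESeq2 called 2 genes for inactive CDK8, and the edgeR count was 34 without WT-V replicate 1. It was 23 with the level of RMRP, RN7SK, RN7SL1 and RN7SL2 as a covariate, a setting chosen after seeing the data.

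**Figure D5:**
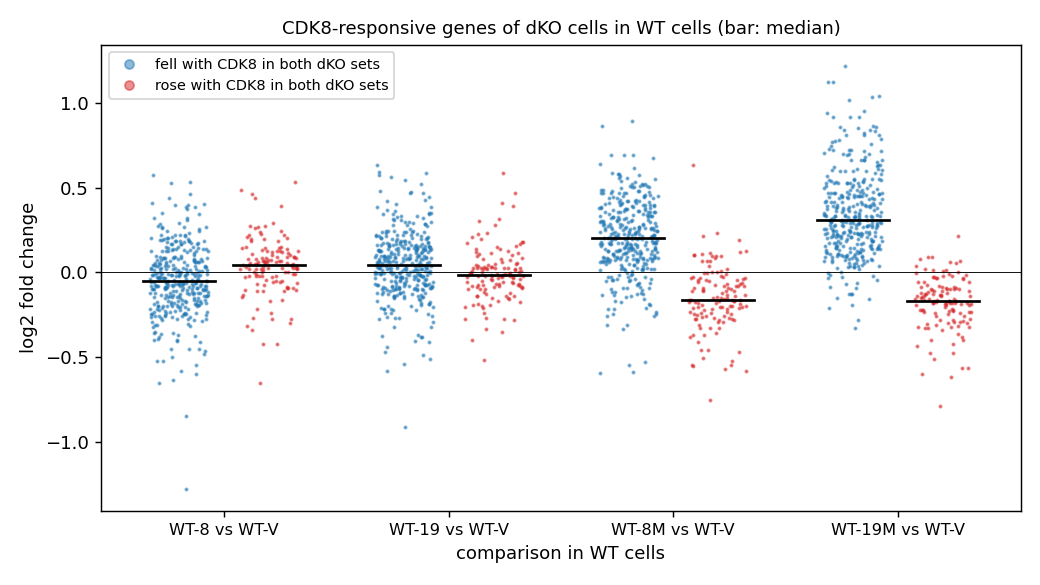
Log2 fold changes in WT cells of genes that fell (blue) or rose (red) with active CDK8 in both dKO sets, 1 point per gene, with bars at the medians. With inactive CDK19, 340 of the 359 genes that fell lay above 0, with a median of 0.31, and with inactive CDK8 304 did, with a median of 0.20.

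The dKO clone was compared with parental cells under the same vector. SLC35D2 (3.83 ± 0.13), FBLIM1 (3.57 ± 0.16), SULT1A1 (3.56 ± 0.17), APOE (3.40 ± 0.10) and CRABP1, which encodes a retinoic acid binding protein (3.33 ± 0.14), were higher in dKO-V_2 than in WT-V. The neurofilament gene NEFH (-3.93 ± 0.12), REC8 (-3.91 ± 0.12), ZDHHC22 (-2.92 ± 0.13), CCND1 (-2.67 ± 0.05) and CYP4X1 (-2.25 ± 0.12) were lower. MYC (-1.65), JUN (-1.49) and ZCCHC12 (-1.18) fell too, while GPR50 was higher (1.77). Of 24 cytoskeleton genes 13 rose and 0 fell (median 0.66; adjusted p = 0.000513 with an estimated correlation), with CNN2 at 1.63 ± 0.07 and ANXA2 at 1.12 ± 0.04. Of 29 interferon genes 10 rose and 1 fell (median 0.31; adjusted p = 0.0327 with an estimated correlation), with IFITM1 at 2.21 ± 0.12. In total 1822 genes rose and 909 fell. Of them, 496 changed in the opposite direction with active CDK8 in set 1 (93.1 for independent lists) and 54 in the same, and 414 and 60 did so with active CDK19. The clone is a single one, so differences between clones are part of this comparison.

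The interaction terms asked whether a construct acted differently in dKO cells of set 2 and WT cells. The effect of active CDK8 was higher in dKO cells for ZCCHC12 (2.64 ± 0.07), CCND1 (2.26 ± 0.07) and JUN (1.35 ± 0.05), and that of active CDK19 for the same genes (2.35 ± 0.07, 1.89 ± 0.07 and 1.15 ± 0.05). For inactive CDK8 the terms of STC2 (0.72 ± 0.08), ADAMTS1 (0.61 ± 0.06) and MYC (0.74 ± 0.08) passed, and for inactive CDK19 those of MYOF (-1.67 ± 0.12), JUN (0.72 ± 0.05) and HSPA1B (0.63 ± 0.06). The effect of active CDK8 was lower in dKO cells for 8 of 24 cytoskeleton genes (median -0.52; adjusted p = 5.23e-06 with an estimated correlation) and 10 of 33 collagen genes (median -0.38; adjusted p = 0.00581 with an estimated correlation) and higher for 7 of 23 amino acid response genes (median 0.36; adjusted p = 5.02e-06 with an estimated correlation). With inactive CDK19, 5 of 24 cytoskeleton genes had a lower effect in dKO cells (median -0.44; adjusted p = 2.54e-06 with an estimated correlation). The interactions called 699 genes for active CDK8, 415 for active CDK19, 78 for inactive CDK8 and 131 for inactive CDK19. With the outlying dKO-19M_2 replicate 2 dropped, a setting chosen after seeing the data, inactive CDK8 gave 148.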

Values the study reported

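By its rule over both sets of dKO derivatives, the study reported 220 genes regulated by CDK19, and 429 genes regulated by CDK8 or CDK19. For the kinase-inactive mutants in dKO cells it reported 11 genes for CDK19 and 2 for CDK8. Active CDK8 or CDK19 was reported to have no significant effect on gene expression in parental cells.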

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

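The tests of culture state, of CDK19 level, of carry-over of RNA without a poly(A) tail and of action against endogenous kinase activity, that of inactive against active CDK19 in WT cells, the fit with a library dropped and all tests of set 1 against set 2, were chosen after seeing the result, and the explanation tested by RN7SK in dKO cells was worded more narrowly after it, with the test unchanged. The effect of a construct differed between dKO cells of set 2 and WT cells for 699 genes with active CDK8, 415 with active CDK19, 78 with inactive CDK8 (148 with the outlying library of set 2 dropped) and 131 with inactive CDK19. By the same kind of test, it differed between set 1 and set 2 for 535 genes with active CDK8, 314 with active CDK19, 1 with inactive CDK8 (CCND1) and 412 with inactive CDK19. The cholesterol list had a median difference between the sets (set 1 minus set 2) of 0.41 for active CDK8, 0.324 for active CDK19, 0.179 for inactive CDK19 and -0.021 for inactive CDK8 (adjusted p = 2.02e-05, 4.97e-05, 0.00124 and 0.133 with an estimated correlation). For the ERK feedback list these differences were -0.506, -0.409, -0.058 and 0.234 (adjusted p = 0.00241, 0.0342, 0.86 and 0.0753 with an estimated correlation). The hypoxia list had 0.511 for inactive CDK19 (adjusted p = 0.000108 with an estimated correlation) and did not pass for the other constructs. Of 72 groups of 6 values examined for a library far from the others, 2 had one, where chance gives about 1 in 20 groups. These were EGR1 in dKO-8M replicate 5 (24.6 CPM, lowest 18.5) and CDK19 in dKO-19M replicate 2 (497 CPM, others 547 to 570).

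Regrouping the libraries gave fewer genes than the true groups in all but 2 cases. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The true split was the 1 of 10 with the most genes in each such comparison, and every other split gave 0, except for CDK8 in WT cells, where 3 of 10 splits called as many genes as the true 2, up to 10. Every other split mixes libraries of the 2 groups. Where the groups differ, this widens the spread within each side, so counts of 0 were set in advance there. They cannot show that the true groups stand out. This also holds for the splits below that mix groups. Over both sets jointly, the true split was 1 of 100 for each construct (514, 285, 1 and 27 genes for active CDK8, active CDK19, inactive CDK8 and inactive CDK19, highest other 4, 0, 0 and 0). For inactive CDK8 this sets 1 gene against 0, and that call was lost without any 1 of 6 libraries, so it says nothing about the grouping. For the interactions, 6 of 40 splits called as many genes as the true one for active CDK8, and the 5 others kept the dKO groups and regrouped only WT libraries (707 to 814 genes). The true split was 1 of 40 for active CDK19 (highest other 317), inactive CDK8 (10) and inactive CDK19 (68).

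Genes that fell with active CDK8 in both dKO sets were higher with inactive CDK19 in WT cells, 340 of 359, with a median of 0.311, and with inactive CDK8, 304 of 359, with a median of 0.202 (matched lists at most 0.062). For inactive CDK19, lists matched on expression level and gene length reached at most 0.068 in 10000 draws, and with any 1 library left out the median was 0.299 or more, so neither a trend with level or length nor a single library accounts for it. If inactive CDK19 acts against endogenous kinase activity, genes that rose with active CDK8 should be lower, and their median was -0.167 (-0.163 with inactive CDK8). Against active CDK19 in WT cells, at a similar transcript level (216 and 231 CPM), the medians were 0.275 and -0.164. Active CDK19 itself gave 0.044 and -0.014 against the vector, within the matched lists (-0.016 to 0.048 and -0.033 to 0.051). More CDK19 transcript alone thus does not account for the values with inactive CDK19. Active CDK8 gave -0.05 and 0.045, a small shift in the direction seen in dKO cells, beyond the matched lists (lowest -0.028 and highest 0.039). The study raised a dominant-negative action of the mutants, which the values with the inactive kinases could reflect.

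Inactive CDK19 changed 650 genes in replicates 1 to 3 of set 1. Against inactive CDK8, it differed in 835 genes in those replicates, but in 18 in replicates 4 to 6 and 123 in set 2. The count stayed at 598 or more with any 1 library left out, so a single library does not account for it, and CDK19 was no lower in replicates 4 to 6 (558 against 539 CPM). A state of the 3 cultures that is separate from the construct may therefore account for most of the 650, including the hypoxia genes. The design holds no vector control for replicates 4 to 6, so no direct test against the vector was possible there.

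RMRP, RN7SK, RN7SL1 and RN7SL2 rose with inactive CDK8 in WT cells, as did 2 of 12 listed histone genes (adjusted p = 0.2 with an estimated correlation). RN7SK ranged 9.94-fold within the 3 WT-V libraries alone, so carry-over of RNA without a poly(A) tail that differs between libraries could give this pattern. If inactive CDK8 raised these RNAs with or without the endogenous kinases, RN7SK should be higher in dKO cells too, and it had 0.24 ± 0.313 (adjusted p = 0.748) in set 1 and -0.389 ± 0.316 (adjusted p = 0.815) in set 2. These values show no rise like the 1.66 of WT cells, but leave a smaller one, or an effect that needs the endogenous kinases, open.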

How the results depend on the processing

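Of 367 recomputed counts, 305 stayed within 1.5 times, 21 rose and 41 fell further. Of 3508 recomputed values of named genes, 3433 kept their call, 59 lost it, 13 gained it and 3 called ones changed direction. Direction was not compared for genes that were not called in the main fit. The cause was not tested. RLE normalisation and the replicate block moved 0 of 29 counts each. Replicates with the same number were not paired: over 108 such pairs the residual correlations ran from -0.099 to 0.058 with 0 over 0.1, and with the block 260 of 264 list calls were kept and 6 added. With DESeq2 the counts were 236 (active CDK19, set 2), 8 (inactive CDK8, set 1), 370, 10 and 12 (inactive CDK19, set 1, set 2 and both sets), 511 and 460 (active against inactive CDK19, replicates 4 to 6 and set 2), 0, 0, 2 and 40 (WT-8, WT-19, WT-8M and WT-19M) and 1 (CDK8 against CDK19, set 1), and the correlation of kinase effects in set 2 was 0.781. Without the low-count filter the counts were 64 and 16 (inactive CDK8, set 1 and set 2), 120 (inactive CDK19, set 2), 13 (WT-8), 10 (WT-19), and 78 and 24 (CDK8 against CDK19, set 1 and set 2), and the correlations were 0.353, 0.399 and 0.443. With all 6 replicates of set 1, inactive CDK8 gave 21 genes, CDK8 against CDK19 gave 137, and COL3A1 with active CDK8 turned to 0.39. In that fit the vector has replicates 1 to 3 only, so the 21 and the 0.39 include the difference between replicates 1 to 3 and 4 to 6. With an estimated inter-gene correlation 94 list calls held. Chosen after seeing the data, a fit of set 2 with its outlying library dropped gave 29 (inactive CDK8), 109 (inactive CDK19), 35 (CDK8 against CDK19) and 148 (interaction of inactive CDK8). A WT fit with the level of 4 RNAs without a poly(A) tail as a covariate, also chosen then, gave 1 (WT-8), 2 (WT-19) and 23 (WT-8M), with RMRP at -0.13 and RN7SK at -0.34 in WT-8M, a loss fixed by the covariate, which is made of these RNAs. Leaving out 1 library at a time, the counts ran from 16 to 29 (inactive CDK8, set 1), 0 to 1 (inactive CDK8, set 2 and both sets), 22 to 109 and 14 to 35 (inactive CDK19, set 2 and both sets), 0 to 8 (WT-8), 1 to 8 (WT-19), 34 to 54 (WT-8M) and 17 to 74 (CDK8 against CDK19, set 1), and the correlation in replicates 1 to 3 ran from 0.377 (without replicate number 3) to 0.476. In simulated data of this depth, 69.7% of genes changed 1.5-fold passed the adjusted p in set 1 and 62.7% in set 2.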

Other observations

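With active against inactive CDK19, 9 of 29 interferon genes fell in replicates 1 to 3 of set 1, where inactive CDK19 also differed from inactive CDK8 in 835 genes (median -0.40; adjusted p = 0.035 with an estimated correlation) and 4 in set 2 (median -0.29; adjusted p = 0.029 with an estimated correlation), while in replicates 4 to 6, where 34 were measured, 2 rose and 2 fell (median -0.16; adjusted p = 0.35 with an estimated correlation). With inactive CDK19 in WT cells, 2 of 29 rose (median 0.11; adjusted p = 0.00832 with an estimated correlation).

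By the both-sets rule, inactive CDK19 changed 27 genes. That is higher than the value quoted from the study above. Inactive CDK8 changed 1 gene by the same rule. That is lower than the value quoted from the study above. With DESeq2, the tool the study used, inactive CDK19 gave 12 genes here, which is still higher but close to the study's value. Inactive CDK8 gave 1 again with that tool.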
